A study of Mus musculus with 4 samples. Its data were reported in "Tox4 regulates transcriptional elongation and reinitiation during murine T cell development" (2023).

How the data were processed

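TTchem-seq labels RNA made during a short pulse of 4-thiouridine, enriches the labelled RNA after fragmentation and sequences it, so that the signal over a gene, introns included, reflects its transcriptional output. The data were from double positive (DP) thymocytes, the CD4 and CD8 expressing stage of T cell development, of Tox4 wild-type (WT) mice and of conditional knockout (cKO) mice in which Cre, driven by the proximal Lck promoter according to the study, removes exons 4 to 6 of Tox4. There were 2 libraries of each genotype, and each library was placed in its group by its sample title.

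Per the study's methods, the authors filtered reads with fastp, aligned them with STAR to the mouse genome build GRCm38 and took gene counts over RefGene genes from the STAR output, which are whole numbers over exons. The deposited table held expected counts, that is, fragments per gene in which a fragment shared by several features was split into fractions, and 8.61% of the values were fractional. The deposited length of each gene, in bp, was another column, and for all 24984 genes it equalled the union of the transcript intervals from start to end. The counted features therefore included introns, and the deposited counts did not come from the counting step as stated. How the fractions were assigned is not known. Of 24539 gene symbols compared with the RefSeq annotation of GRCm38, 24122 had a start or an end within 1000 bp. Strand use was not stated for this table. Among 1702 genes lying inside a gene of the other strand with at least 50 CPM, the median fragment density was 0.336% of that of the host gene, which is the pattern of counting by strand. Whether marked duplicates were removed was not stated, and no molecular identifiers were described, so fragments are not independent molecules. Yeast spike-in RNA was added by the authors, the table held 0 yeast rows, and no spike-in scaling was used here.

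The expected counts were rounded to whole numbers. CPM, the counts of a gene scaled to the library total in the usual way, were computed here from the totals of the deposited table. The totals were 42626473, 48690591, 38429787 and 39760312 fragments in WT replicate 1, WT replicate 2, cKO replicate 1 and cKO replicate 2. Replicates were compared by a chi-square test over the 11625 genes with a mean CPM of at least 1. It gave 40.7 per degree of freedom between the WT libraries and 30.7 between the cKO libraries. The replicates within each genotype thus differed by more than the counting noise of independent fragments. Fragments are not independent molecules and the study describes its replicates as biological, so an excess would arise in any case. The number of mice behind each library was not stated. The test does not tell its sources apart. Analyses used R 4.3.3, DESeq2 1.42.0, edgeR 4.0.16, limma 3.58.1, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

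Following the method the study states for this assay, the test between genotypes was the DESeq2 Wald test with default size factors and unshrunken log2 fold changes, without covariates. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05, a fold change of at least 1.2 and a mean CPM of at least 1. Independent filtering was left at its default target of 0.1. That target had not been fixed before the data were examined, and the counts of calls at 0.1 and at 0.05 had both been seen, beside those the study states, when the default was kept. The log2 fold change of each gene is given with its standard error (SE), and CPM are given as mean ± SD over the 2 libraries of a genotype.

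The level of called genes was compared with that of genes not called, by the difference of medians of log2(mean CPM + 0.5) and a two-sided permutation test over genes with 100000 resamples, for which the smallest p-value is 1e-05. Genes are not independent replicates, so this test describes these libraries. The 22 proliferation genes listed by the study, the 4 G2/M regulators it names, and lists of 30 T cell receptor signalling genes and 28 p53 target genes written beforehand were tested with camera of limma at a preset inter-gene correlation of 0.01, with adjustment over the 4 lists. Of 7 further lists, for the PTW/PP1 complex and the TOX family, immediate early genes, erythroid, B cell, myeloid, mature single positive and rearranging DP cells, no set test was run, and the median change and the number of genes in each direction are described. The groups, the tests, the lists, the alternatives tried and the rule for named genes were fixed before the data were examined. The rule took Tox4, a selection of 8 CD8 and cell cycle genes among those the study names for DP cells, and the 5 increased and 5 decreased genes with the largest change among called genes whose cKO libraries both lay on the same side of both WT libraries.

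The procedures were tested on simulated data. For the tests of single genes, counts were drawn for 24984 genes with the means, dispersions and library sizes of the data. With 200 genes changed, DESeq2 called 27% of them at 1.3-fold, 55% at 1.5-fold and 78.5% at 2-fold, with 17, 18 and 23 false calls. With 0 genes changed it made 15 calls. The quasi-likelihood test of edgeR called 4.5%, 52% and 77.5% of the changed genes with 8, 29 and 20 false calls, and made 7 calls with 0 genes changed. Changes near 1.3-fold were thus mostly below what 2 libraries per genotype detected. For lists, tested over 11625 simulated genes, a planted set of 25 genes at 1.5-fold had a camera p-value of 2.82e-31, and 0 of 20 unchanged sets had a p-value under 0.05. Simulated genes varied independently, which real lists need not. The permutation test gave a p-value under 0.05 for 1 of 40 random lists of 200 genes drawn from the 11625 genes with a mean CPM of at least 1.

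Alternatives were the edgeR quasi-likelihood test, limma voom, TMM and total count factors, other filters and fold change limits, the replicate number as a block, other set tests, other level measures and leaving out each library. Alternatives added after the data were seen were independent filtering tuned at 0.05, removal of a trend of each library with gene length or with GC content by loess, leaving out Rn45s, and leaving out genes on X and Y.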

Results

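To compare transcriptional output of DP thymocytes with and without Tox4, 2 WT and 2 cKO TTchem-seq libraries were analysed. The table held 24984 genes, and the libraries held between 38429787 and 48690591 fragments. At least 1 fragment was counted for 18539 genes in WT replicate 1, 17196 in WT replicate 2, 15693 in cKO replicate 1 and 17304 in cKO replicate 2. A mean CPM of at least 1 was found for 11625 genes. Across these genes, Pearson's r of log2 CPM was 0.992 between the WT libraries and 0.993 between the cKO libraries, and it ranged from 0.986 to 0.993 between genotypes. Genes are not independent replicates, so no p-value is attached to these values. The precursor ribosomal RNA gene Rn45s took 2.71% and 4.30% of fragments in the WT libraries and 2.44% and 4.05% in the cKO libraries. Transcripts specific to a sex differed between libraries: Xist was at 172 CPM in WT replicate 1 and at most at 2.36 CPM in the other 3 libraries.

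The deleted gene was examined first. Tox4 (GRCm38 chromosome 14, 52279146 to 52295509, plus strand, 10 exons) was counted at 74.04 and 70.3 CPM in the WT libraries and at 59.3 and 57.2 CPM in the cKO libraries, from between 2276 and 3421 fragments per library. The mean was 72.1 ± 2.67 CPM (SD, n = 2) in WT and 58.3 ± 1.46 CPM (SD, n = 2) in cKO. The log2 fold change was -0.31 (SE 0.0998), with a DESeq2 adjusted p-value of 0.0453, in the direction the labels require. With the edgeR quasi-likelihood test, limma voom, TMM factors, total count factors and a CPM of at least 1 required in every library, the adjusted p-value ranged from 0.0359 to 0.153, the highest being that of edgeR, with the log2 fold change staying at -0.31. Adjusted over the list alone of 9 genes selected beforehand from those the study names, the p-value of Tox4 was 0.00832. The count covered the whole gene, of which the span from exon 4 to exon 6 (52285660 to 52287531) makes up 11.4%, so this value measures the locus and not the deleted exons. Genes on the other strand, Mettl3 and Rab2b, overlap the locus.

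Transcriptional output of 431 genes differed between genotypes at the 3 criteria, which is 3.71% of the genes with a mean CPM of at least 1. Output was increased in cKO for 249 genes and decreased for 182 genes. The median log2 fold change was 0.54 among increased genes and -0.41 among decreased genes. A change of at least 2-fold was found for 35 increased and 9 decreased genes. In all 249 increased genes both cKO libraries lay above both WT libraries, and in all 182 decreased genes both lay below. Among unselected genes chance would separate 16.7% in a given direction, but the called genes were selected on the same 4 libraries, so their separation is no independent evidence. The median log2 fold change of the 11625 genes was 0.00 and the median standard error was 0.15. The number of calls depended on the test. The edgeR quasi-likelihood test called 48 increased and 10 decreased genes at the same criteria, and all 58 were among the 431. All 431 genes had the same direction in both tests, but this is no independent evidence, since their libraries were separated and both tests used them. An unadjusted p-value under 0.05 was found for 1811 genes with edgeR and for 1570 with DESeq2.

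**Figure D1:**
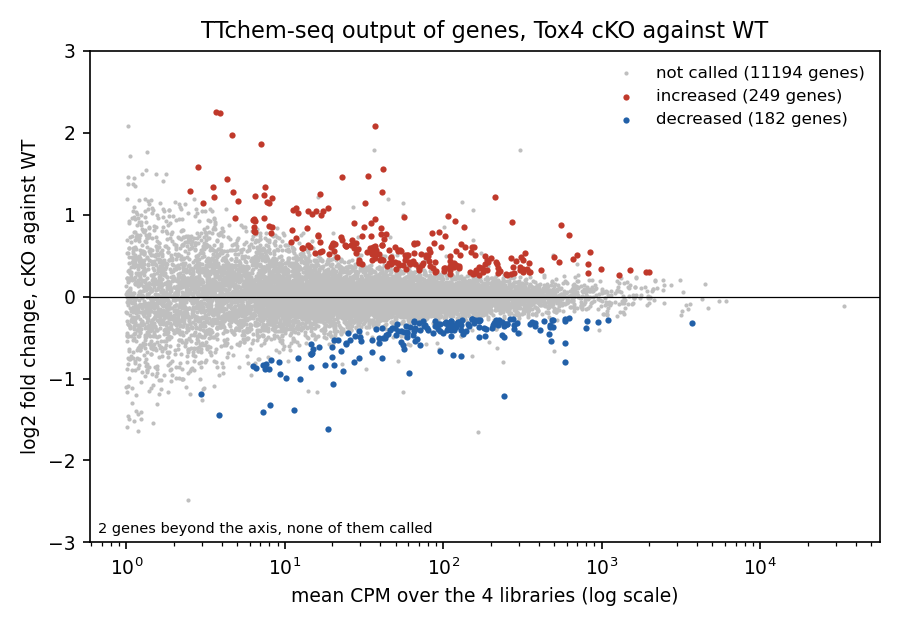
Log2 fold change of cKO against WT (vertical axis) is plotted against mean CPM over the 4 libraries (horizontal axis, log scale) for the genes with a mean CPM of at least 1, each point being a gene. The 249 increased genes are red and the 182 decreased genes blue, and 2 genes that were not called lie beyond the limit of 3 on the vertical axis.

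Each library was left out in turn to see how far the size of the changes depended on 1 library, without a test, since 1 library then remained in a group. A change of at least 1.2-fold was kept by between 229 and 241 increased genes and by between 158 and 177 decreased genes over the 4 fits. Their direction could not change, because the libraries of these genes were separated.

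Among called genes with separated libraries, the 5 largest increases were found for Lrmda, Dnm3, Hist1h2an, Camk2b and Dglucy. Lrmda (chromosome 14, 22019712 to 23056088) rose from 1.28 ± 0.275 CPM in WT to 6.11 ± 1.17 CPM in cKO (SD, n = 2), with a log2 fold change of 2.25 (SE 0.36) and a DESeq2 adjusted p-value of 9.37e-08. Dnm3 (chromosome 1, 161987302 to 162478034) rose from 1.36 ± 0.035 to 6.43 ± 1.18 CPM, a log2 fold change of 2.24 (SE 0.34, DESeq2 adjusted p-value 1.7e-08). Both genes had between 53 and 65 fragments in each WT library. Camk2b (chromosome 11, 5969666 to 6065748) had a log2 fold change of 1.97 (SE 0.32, DESeq2 adjusted p-value 2.76e-07) and Dglucy (chromosome 12, 100779057 to 100872610) of 1.87 (SE 0.26, DESeq2 adjusted p-value 4.78e-10). With limma voom the adjusted p-value of Camk2b was 0.0504. Hist1h2an (chromosome 13, 21786772 to 21787218) had a log2 fold change of 2.08 (SE 0.56, DESeq2 adjusted p-value 0.00876). It is uncertain, because this histone gene of 447 bp belongs to a family of near-identical copies and its fragments were counted in fractions. The edgeR adjusted p-value was 0.0569. The log2 fold change of Hist1h2an was 1.61 without WT replicate 1 and 2.80 without WT replicate 2.

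The 5 largest decreases were found for Ly6d, Rab4a, A630023P12Rik, Zbtb16 and Esrp2. Ly6d (chromosome 15, 74762056 to 74763567) fell from 28.3 ± 2.21 CPM in WT to 9.21 ± 0.584 CPM in cKO (SD, n = 2), with a log2 fold change of -1.62 (SE 0.16) and a DESeq2 adjusted p-value of 7.58e-20. Its edgeR adjusted p-value of 0.00769 was the smallest of all genes in that test. Zbtb16 (chromosome 9, 48651797 to 48836225) fell from 16.6 ± 5.48 to 6.39 ± 1.64 CPM, a log2 fold change of -1.38 (SE 0.26, DESeq2 adjusted p-value 1.21e-05). Esrp2 (chromosome 8, 106131183 to 106136974) had a log2 fold change of -1.32 (SE 0.26, DESeq2 adjusted p-value 3.56e-05) and A630023P12Rik (chromosome 5, 110514923 to 110525979) of -1.41 (SE 0.31, DESeq2 adjusted p-value 6.03e-04). Rab4a (chromosome 8, 123805996 to 123835291) had a log2 fold change of -1.45 (SE 0.41, DESeq2 adjusted p-value 0.0146), which was -0.72 without WT replicate 1. With edgeR, the adjusted p-values of Zbtb16, Esrp2, A630023P12Rik and Rab4a were 0.103, 0.0709, 0.141 and 0.202.

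The study examined CD8 and cell cycle genes in DP cells. For Cd8a, Cd8b1 and the G2/M regulators it measured mRNA in single-cell clusters and in sorted DP blast cells. Those blast cells are a fast-proliferating part of DP cells. The values here are transcriptional output of DP cells as a whole and do not test that part. Cd8a (chromosome 6, 71373427 to 71379171) fell from 564 ± 92.8 CPM in WT to 389 ± 8.38 CPM in cKO (SD, n = 2), with a log2 fold change of -0.54 (SE 0.10) and a DESeq2 adjusted p-value of 1.21e-05; the edgeR adjusted p-value was 0.108, and without WT replicate 2 the log2 fold change was -0.35. Cd8b1 had 394 ± 54.7 CPM in WT and 361 ± 50.9 CPM in cKO, a difference smaller than the spread between libraries (log2 fold change -0.13, SE 0.11, DESeq2 adjusted p-value 0.668), and its log2 fold change ranged from -0.28 without WT replicate 1 to 0.02 without WT replicate 2. No difference was called for Cdk1, Ccnb1, Ccnb2, Ccna2, Cdkn1a or Cdkn2d, whose log2 fold changes were 0.27, 0.35, 0.13, 0.45, 0.72 and 0.04, with DESeq2 adjusted p-values of 0.559, 0.625, 0.96, 0.785, 0.46 and 0.95. Cdk1 was counted at 22.5 CPM in WT replicate 1, 35.7 in WT replicate 2, 34.5 in cKO replicate 1 and 35.8 in cKO replicate 2. These values depended on which WT library was kept. Without WT replicate 1 the log2 fold changes of Cdk1, Ccnb1, Ccnb2, Ccna2, Cdkn1a and Cdkn2d were -0.03, 0.04, -0.28, 0.03, 0.29 and -0.12, so that Cdk1, Ccnb2 and Cdkn2d changed direction. Without WT replicate 2 they were 0.65, 0.76, 0.70, 1.04, 1.34 and 0.23. The direction also changed for Ccnb2 without cKO replicate 1, to -0.09, and for Cdkn2d without cKO replicate 2, to -0.03. Cdkn1a rested on between 70 and 200 fragments per library. Adjusted over the list alone of these 8 genes and Tox4, 2 had a p-value under 0.05, Tox4 and Cd8a, and the same 2 were called over all genes.

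**Figure D2:**
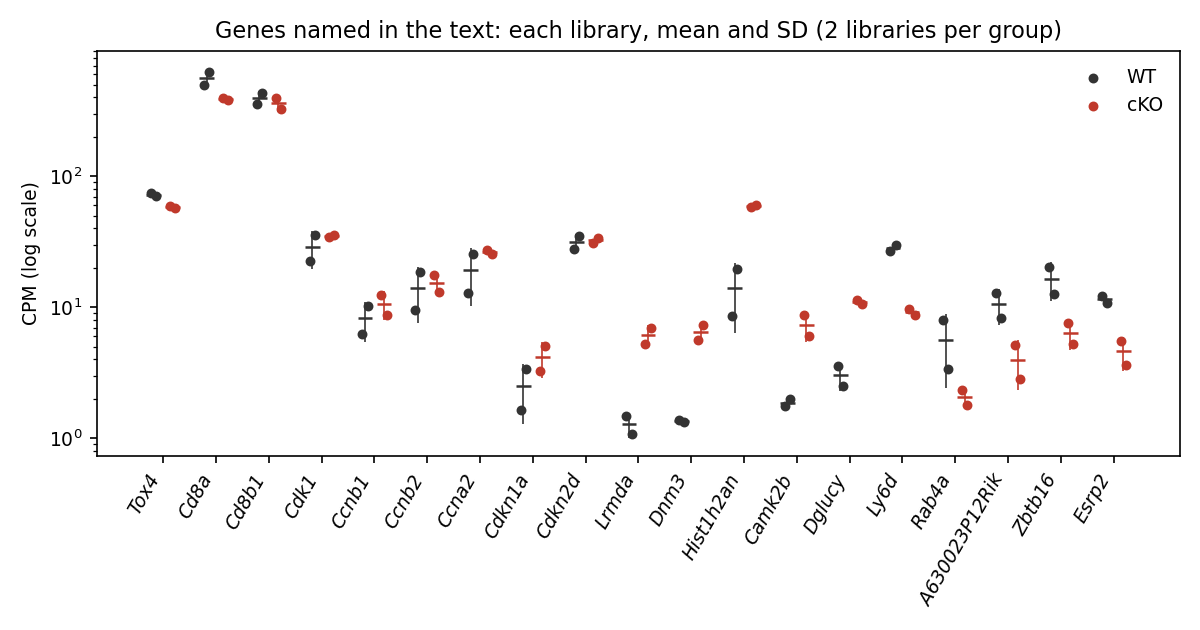
CPM (vertical axis, log scale) of each named gene in the 2 WT libraries (dark) and the 2 cKO libraries (red), with the mean as a horizontal line and the SD as a vertical line. Tox4 and the 5 decreased genes lie lower in both cKO libraries and the 5 increased genes lie higher, while WT replicate 2 lies near the cKO libraries for Cdk1, at 35.7 CPM.

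The study asked whether affected genes differ in expression level from unaffected genes, and compared their mRNA level. The level used here is TTchem-seq output counted over the whole gene, introns included. It is a different measure from mRNA, so the values below do not repeat that comparison. The median of log2(mean CPM + 0.5) was 5.73 for the 249 increased genes, 6.51 for the 182 decreased genes and 4.70 for the 11194 genes that were not called. The difference to unaffected genes was 1.03 for increased and 1.81 for decreased genes, each with a two-sided permutation p-value of 1e-05, the smallest that 100000 resamples can give. Genes with more fragments are called with more power, so called genes lie at higher CPM by selection in both directions. The permutation of genes does not account for this, and its p-values do not separate a dependence of the change on level from the power of the test. Longer genes collect more fragments, and the direction for increased genes depended on length. Per kb of gene, the difference in median log2 CPM was -0.78 for increased genes and 1.37 for decreased genes, each with a permutation p-value of 1e-05 and the same limit. The median length was 71000 bp for increased, 20841 bp for decreased and 22276 bp for unaffected genes. The genes were also divided into 3 classes of 3875 genes by level. In the lowest, middle and highest class of mean CPM per kb, 117, 74 and 58 genes were increased and 38, 40 and 104 were decreased. In the classes of mean CPM, 35, 90 and 124 were increased and 15, 46 and 121 were decreased. With the calls of edgeR the difference was 1.19 for 48 increased genes (permutation p-value 0.00655) and 1.10 for 10 decreased genes (permutation p-value 0.219).

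**Figure D3:**
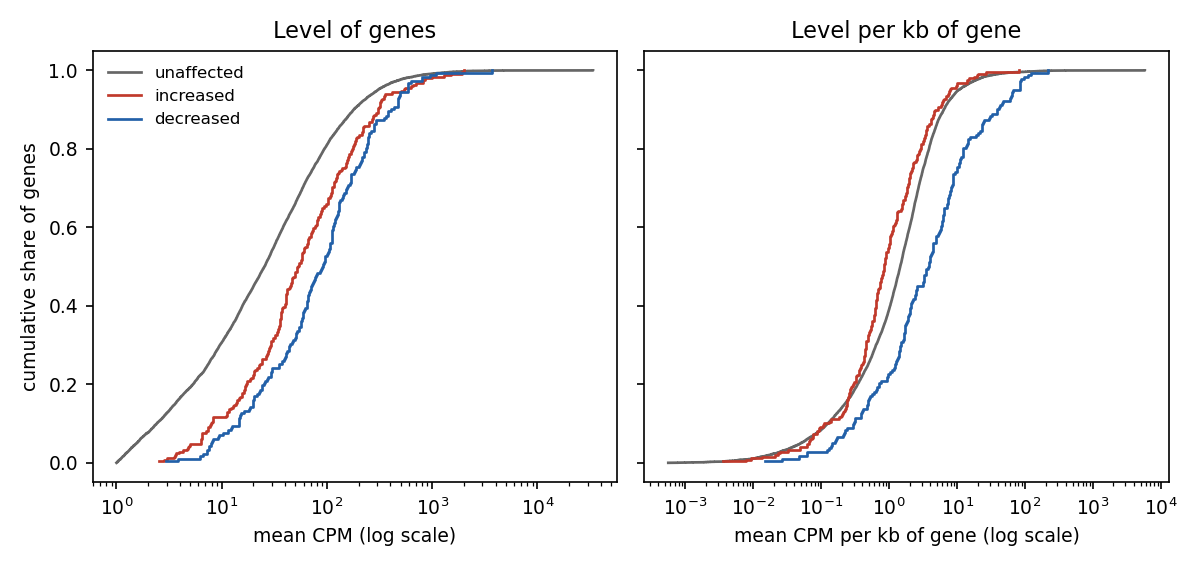
Cumulative share of genes (vertical axis) by mean CPM (left, log scale) and by mean CPM per kb of gene (right, log scale) for increased (red), decreased (blue) and unaffected (grey) genes. Increased genes lie above unaffected genes in CPM, with medians of 52.6 against 25.4, and below them in CPM per kb, with medians of 0.846 against 1.46, while decreased genes lie above them in both.

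Gene lists were tested to see whether proliferation, T cell receptor signalling or p53 targets moved together. Of 21 proliferation genes with a mean CPM of at least 1, 18 had higher log2 CPM in cKO, with a median log2 fold change of 0.34 and a camera p-value of 9.12e-04 (adjusted over the 4 lists 0.00365). The call did not hold under fry, with an adjusted p-value of 0.525, or under camera with an estimated correlation, with 0.618. It also rested on WT replicate 1. Without WT replicate 1 the median was 0.05 and 14 of 21 genes were higher, and without WT replicate 2 it was 0.58. WT replicate 1 was lower than WT replicate 2 in 20 of the 21 genes, by a median of -0.57 on the log2 scale. The difference between genotypes was thus no larger than the spread between the WT libraries. Adjusted over the list alone, 7 proliferation genes had a DESeq2 p-value under 0.05, and over all genes 1 was called, Mybl2, which was named after its values were seen.

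All 4 G2/M regulators were higher in cKO, with a median log2 fold change of 0.34 and an adjusted camera p-value of 0.303. The median was 0.00 without WT replicate 1 and 0.70 without WT replicate 2, and none of the 4 genes was called, adjusted over the list alone (0 genes) or over all genes (0 genes). The 30 T cell receptor signalling genes had a median of -0.05 with 11 higher (adjusted p-value 0.415), and the median was -0.09 without cKO replicate 1 and -0.01 without cKO replicate 2. Adjusted over the list alone 4 of them passed, and over all genes 2 were called, Cd8a and Lck, the latter seen only afterwards. The 22 p53 target genes had a median of 0.03 with 13 higher (adjusted p-value 0.595); without cKO replicate 2 its direction changed, to -0.01. Adjusted over the list alone 3 passed, and the 3 called over all genes were Btg2, Pvt1 and Dglucy, of which Btg2 and Pvt1 were named after their values were seen. None of these 3 lists passed under fry or an estimated correlation.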

Values the study reported

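At a fold change of at least 1.2 and an FDR under 0.05, the study reported 182 genes with decreased and 249 genes with increased transcriptional output in DP cells without Tox4. Among these, 127 decreased and 153 increased genes were reported as direct targets of Tox4.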

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

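The counts of called genes moved most with the test. Against 249 increased and 182 decreased genes, edgeR gave 48 and 10, limma voom 50 and 11, and a fold change of at least 1.5 gave 106 and 44, the last by its stricter limit. The cause of the drop under edgeR and limma voom was not tested. In simulated counts edgeR recovered 4.5% of genes changed 1.3-fold against 27% with DESeq2, 52% against 55% of genes changed 1.5-fold and 77.5% against 78.5% of genes changed 2-fold. As 150 of the 431 called genes changed at least 1.5-fold, lower recovery of small changes does not account for the whole drop to 58. All 58 genes of edgeR and all 61 of limma voom were among the 431. TMM factors, total count factors, independent filtering off, a CPM of at least 1 in every library before fitting, no CPM criterion and no fold change criterion gave between 206 and 258 increased and between 155 and 191 decreased genes. Of alternatives chosen after the data were seen, filtering tuned at 0.05 gave 248 and 180, removing a length trend 207 and 205, removing a GC trend 204 and 162, leaving out Rn45s 249 and 182, and leaving out X and Y genes 241 and 178. No calls were made without 1 library, since a group then held 1 library. Spike-in factors were not run, because the table held 0 yeast rows.

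No pairing of the libraries by replicate number was seen across 11625 genes, where the deviations of same-numbered libraries had a correlation of -0.03. This does not exclude a pairing. The share of Rn45s followed the replicate number, at 2.71% in WT replicate 1 and 2.44% in cKO replicate 1. It was 4.30% in WT replicate 2 and 4.05% in cKO replicate 2. With the replicate block, DESeq2 called 121 increased and 72 decreased genes and edgeR 19 and 9, and the log2 fold change of Tox4 was -0.31 with an adjusted p-value of 0.361. The replicate block changed no call of the 4 lists.

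The fall of Tox4 kept its direction in every fit run. Its adjusted p-value passed 0.05 with edgeR (log2 fold change -0.31, adjusted p-value 0.153), limma voom (-0.31, 0.143) and DESeq2 with total count factors (-0.31, 0.0511). The cause was not tested.

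The difference in level between increased and unaffected genes, 1.03, reversed to -0.78 per kb of gene. The cause lies in the alternative's construction, since the counts are divided by length and increased genes were long. The difference for decreased genes, 1.81, was 1.10 with the calls of edgeR (permutation p-value 0.219), for 10 genes. With 1 library left out of the level, the difference ranged from 0.93 to 1.16 for increased genes and from 1.70 to 1.87 for decreased genes over the 4 fits. In the other alternatives both differences stayed above 0, from 0.43 to 4.55, and passed the test.

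The proliferation list, with a median of 0.34, passed under camera with total count normalization and with genes of mean CPM of at least 0.1, and not under fry (median 0.34, adjusted p-value 0.525) or camera with an estimated correlation (median 0.34, adjusted p-value 0.618). Over the 4 fits that each left out 1 library, its median ranged from 0.054 without WT replicate 1 to 0.58, that of the G2/M regulators from 0.0021 to 0.70, that of T cell receptor genes from -0.095 to -0.014 and that of p53 targets from -0.013 without cKO replicate 2 to 0.033.

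For the 18 other named genes, 13 results fell on the other side of the threshold with direction kept, 95 kept both, and of the fits without 1 library 14 moved by more than the spread between replicates and 58 did not. At 2 libraries per genotype, changes near 1.3-fold were recovered in 27% of simulated genes, which limits what the lists of called genes cover.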

Other observations

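The gene lists, the test between genotypes and leaving out each library were fixed before the data were examined. The removal of trends with gene length and GC content was added after the data were seen. That removal and the share of silent genes highest in WT replicate 1 were planned before their own results were seen. The other tests and errors of this part were chosen after the data were seen. With 4 libraries there are 3 splits into pairs. The real one was the only 1 of the 3 with as many called genes (431 with DESeq2), and the other splits gave 11 and 5, but 3 splits cannot give a share under 0.05.

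Increased genes were long. Their median length was 71000 bp, against 22276 bp for unaffected genes. In 1000 draws of unaffected genes matched on mean CPM the median length reached at most 37802 bp, which argues against the greater test power of genes with more fragments as the whole cause. The libraries differed along length: in genes under 3 kb the median deviation from the mean of the 4 libraries was 0.10 in WT replicate 2 and -0.08 in cKO replicate 2 on the log2 scale. After removing such a trend from each library, 207 genes were increased, with a median length of 56889 bp against at most 34288 bp in matched draws, so the trend accounts for part of the length difference at most. After removing a GC trend the median was 64646 bp, against at most 37153 bp. Background fragments in cKO libraries are argued against as well, because WT replicate 1 was the library with most fragments in long silent genes, 3.38 times the mean of the other 3. Among the 48 increased genes of edgeR the median length was 98060 bp. Decreased genes were shorter than matched draws (20841 bp against at least 26737 bp), but not after the length trend was removed (29373 bp against at least 27053 bp). That loss of Tox4 may raise output of long genes more than of short ones is a hypothesis, found and tested on the same 4 libraries; a shift in cell composition between genotypes was not tested and stays open.

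Readthrough from an active gene upstream might raise counts of the next gene. Such a gene lay within 10 kb upstream on the same strand for 16.5% of increased genes, within the range of 13.3% to 22.9% that covers 95% of matched draws, which argues against it as a general cause of the increases.

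WT replicate 1 carried the transcripts of a female and the other libraries those of males. Xist, chosen with the genes on Y after its values were seen, was at 172 CPM in WT replicate 1, 2.36 in WT replicate 2, 1.09 in cKO replicate 1 and 0 in cKO replicate 2. The genes Ddx3y, Kdm5d, Uty and Eif2s3y on Y summed to 1.55 CPM in WT replicate 1 and to 267, 294 and 310 CPM in the other libraries. The labels give no sex, and the study states that mice were matched for sex, which these transcripts do not bear out for WT replicate 1. Whether this library comes from another animal than its label says was not tested. Its Tox4 count of 74.04 CPM lay beside that of WT replicate 2, at 70.3 CPM. If the sex of this library produced the calls, the other splits, in which it also stands on 1 side, would give as many; they gave at most 11, which argues against that as the general cause. Of the 431 called genes, 9 lay on X and 0 on Y, or 2.09% against 3.05% of all genes (Fisher's exact test, two-sided, p-value 0.315). This share cannot decide on an effect of sex. Genes that follow the sex of WT replicate 1 place WT replicate 2 near the cKO libraries, as Xist and the genes on Y did. Such genes were unlikely to be called, since called genes had both WT libraries on the same side of both cKO libraries. Without WT replicate 1, so among males, 390 of the 431 genes (90.5%) kept a change of at least 1.2-fold, against 407 (94.4%) without WT replicate 2, although these genes were selected with both libraries. The calls on X included Firre, at 51.8 and 35.1 CPM in WT and 25.8 and 28.5 CPM in cKO, and Ftx, at 38.7 and 32.4 against 47.9 and 48.7 CPM; for single genes an effect of sex stays open.

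WT replicate 1 also had more fragments in silent genes. In 271 autosomal genes over 200 kb with a mean CPM under 0.3, it had 0.963 CPM per Mb, against 0.272 in WT replicate 2, 0.269 in cKO replicate 1 and 0.313 in cKO replicate 2. It had the highest CPM in 85.6% of these genes, where 25% would be chance, as an even background of fragments over the genome would give. Other classes of silent genes did not show an even excess. Its excess per Mb over the mean of the other 3 libraries was 0.678 (counting SE 0.0165) in the long genes, 0.527 (counting SE 0.226) in olfactory receptor genes and 1.14 (counting SE 0.135) in vomeronasal receptor genes. In olfactory receptor genes the libraries had 2.88, 1.75, 2.67 and 2.64 CPM per Mb in the same order, so the excess was mainly over WT replicate 2, and 0.208 and 0.238 over the cKO libraries. Both receptor classes belong to families with similar copies, where the assignment of fragments is uncertain, so an even background stays open.

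The higher level of proliferation genes in cKO is consistent with a low level in WT replicate 1 alone, since the median log2 fold change was 0.054 without it. Whether that library came from a mouse or a preparation with fewer cycling cells was not tested. By Ki67 staining, the study reported slightly faster proliferation of DP cells without Tox4, which is the same direction. These libraries cannot tell such a difference from a low level in WT replicate 1, so both stay open.

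Tox4 kept most of its fragments in cKO, with a log2 fold change of -0.31. If fragments were even along the gene and only the loxP-flanked segment were lost, the value would lie between -0.18, for the span from exon 4 to exon 6, and -1.58, for the span from the end of exon 3 to the start of exon 7. The measured value lies between these and may reflect loss of that segment alone. Incomplete deletion in some cells would lie in the same range. The study judged the deletion efficient from Tox4 protein in Western blots of thymocytes, which a count over the whole gene cannot check.

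Lck, chosen after its values were seen, was higher in cKO, with a log2 fold change of 0.29 (DESeq2 adjusted p-value 0.00478, edgeR 0.124). The Cre transgene uses a promoter of this gene, so fragments of the transgene could add to its count; a change of the endogenous gene and fragments of the transgene cannot be told apart from 1 count per gene.

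Of the other lists, 14 of 18 immediate early genes were lower in cKO, with a median log2 fold change of -0.29. The fall rested mainly on the replicate 2 libraries: against the mean of the other 3 libraries the median was 0.03 in WT replicate 1, 0.28 in WT replicate 2, 0.00 in cKO replicate 1 and -0.22 in cKO replicate 2, and the median change was -0.19 without WT replicate 2 and -0.11 without cKO replicate 2. Of these genes, 6 were called over all genes (Jun, Egr1, Nr4a3, Zfp36, Btg2 and Myc) and 7 passed adjusted over the list alone. All 5 B cell genes with a mean CPM of at least 1 were lower, with a median of -0.71, which was -0.46 without WT replicate 2, and a highest mean of 12.1 CPM. The other medians changed direction when 1 library was left out. The median was -0.19 for 13 mature single positive genes and 0.03 without cKO replicate 2, -0.05 for 12 genes of rearranging DP cells and 0.04 without WT replicate 2, 0.06 for 9 genes of the PTW/PP1 complex and TOX family and -0.03 without cKO replicate 1, and 0.03 for 4 myeloid genes and -0.12 without WT replicate 2, while 0 erythroid genes reached a mean CPM of 1. No explanation was tested for these values.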
